A study of Chlamydomonas reinhardtii with 12 samples.

How the data were processed

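Poly(A) RNA of the unicellular green alga Chlamydomonas reinhardtii was sequenced in 12 libraries. Per the labels, all libraries came from CC-1690 cells, either wild type or vip1-1. The latter is a strain deficient in inositol pyrophosphates, which are inositol phosphates carrying a diphosphate group. Each strain was kept in acetate-containing TAP medium at 25 ºC under a photon flux density of 50 µmol m-2 s-1 (control) or 1500 µmol m-2 s-1 (high light), with 3 biological replicates for each of the 4 groups. Stranded mRNA libraries were made from column-purified RNA, per the labels. The labels give no duration of the high light and no sequencing batch.

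The authors deposited a single table with one FPKM value (fragments per kilobase of transcript, normalized to the number of mapped fragments) for each gene and library, per the file headers and name. Neither the labels nor the file headers state the aligner, the quantification program, the read depth or any filter. The gene identifiers carry the suffix of release 6.1 of the annotation of strain CC-4532. All 12 columns were matched to samples through the library names in the labels. The table holds 17693 genes, of which 1188 are listed at 0 in all 12 libraries. Since FPKM values are not counts, no count model was used. The low values (FPKM up to 0.15) were searched for steps that whole reads would leave in the ratios between libraries. In the 66 pairs of libraries the most common ratio held 1.30% to 4.46% of the genes, so whole reads could not be recovered and the depth of each library is unknown. No counting interval is therefore given, and the precision of each value rests on the 3 replicates. A value of exactly 0 in such a table can be a failed estimate. In 446 genes there were 505 values of 0 in one library while both other libraries of its group had an FPKM of at least 1, and in 19 of these values both others were at 10 or more. They were unevenly spread, with 177 of the 505 in vip1-1 high light replicate 1 and 94 in wild-type high light replicate 2. Of the 19, these libraries held 9 and 8. Genes with such values are described as listed at 0, with the value of each library.

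Values were transformed to log2(FPKM + 1). Genes with an FPKM of at least 1 in at least 3 of the 12 libraries were tested, which left 12575. A linear model with 4 group means was fitted to all 12 libraries with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a variance trend with the mean, so that the groups shared one estimate of the spread per gene. There were 5 comparisons: the effect of high light in each strain, vip1-1 against wild type in each light level, and the interaction (the light effect in vip1-1 minus that in wild type). All tests were two-sided, and p-values were adjusted over the tested genes by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes. To compare the strength of the light response between strains without choosing genes in one of them, genes were also chosen by the mean light effect over both strains, a contrast orthogonal to the interaction. The genes lowered and the genes raised formed 2 sets, tested for a shift of the interaction with the directional test of fry (limma), with camera and its preset correlation beside it, and adjusted over the 2 sets. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

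The fit was tested on simulated data with the mean and spread of 12121 genes and known changes in 200 of them. The simulated noise was independent between genes and had the same spread in all 4 groups. The changes were larger than 2-fold and were placed only in genes above a minimum mean. The real high light libraries varied more than the controls and differed along a shared axis. The rates below therefore hold for the simulated setting and may not hold for these data. For the light effect in wild type 86.5% of the changed genes were recovered and 6.99% of the calls were false. For the interaction 71.5% were recovered and 5.92% of the calls were false. The light effect in vip1-1, simulated without change, gave 0 calls, and 645 genes had an unadjusted p under 0.05. In a simulation of 12120 genes with a shift of 0.6 made in the lowered set, the median interaction came out at 0.59, and in a raised set made without a shift it came out at 0.01.

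Comparisons, tests, thresholds and most alternatives were fixed before the data were examined. The alternatives were other pseudocounts, filters, scalings, variance models, thresholds, sets of samples and ways of choosing the light-responsive genes, a replicate block, and leaving out each library in turn. Another 4 alternatives were added after the data were seen: scaling on the FPKM total outside the 100 or the 1000 most abundant genes, removing genes with an isolated 0, and the number of genes listed at 0 as a covariate. Genes named in the text follow a rule fixed in the same way: in each comparison and direction, the 2 genes with the largest log2 change among those with an adjusted p under 0.05, a mean FPKM of at least 10 in the higher group and no overlap between the 3 values of one group and the 3 of the other. For the interaction the groups had to be free of overlap in at least one strain. Genes are given by identifier only. The deposited table pairs its identifiers with no symbols, and in the name table for assembly Chlamydomonas_reinhardtii_v5.5 each of the 17742 symbols repeats the locus tag, with 0 synonyms. Of the 17693 identifiers 15386 were matched to it, and it was used only for the order of neighbouring genes. The planned tests of the VIP1 transcript and of lists of antenna, photoprotection and glycerolipid genes needed symbols, so these genes were not analysed here. The strain labels were therefore not checked against the transcript of the mutated gene. Whether reads were split between near-identical gene copies is not stated, so values of genes with such copies are uncertain.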

Results

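The transcriptomes of wild-type and vip1-1 cells in control and high light were compared to examine the part of inositol pyrophosphates in the response of Chlamydomonas reinhardtii to high light stress. The data were FPKM values of 17693 genes in 12 libraries, 3 for each combination of strain and light level. Sequencing depth was unknown. Replicates of one group were similar across genes, with Pearson's r of log2(FPKM + 1) from 0.973 to 0.987 in wild-type control, 0.931 to 0.972 in wild-type high light, 0.977 to 0.988 in vip1-1 control and 0.934 to 0.956 in vip1-1 high light. Between groups r ranged from 0.779 to 0.956. The high light libraries of both strains thus varied more than the control libraries. In vip1-1 high light, replicate 2 had r of 0.937 and 0.956 with replicates 1 and 3. Its r with vip1-1 control replicates 1, 2 and 3 was 0.956, 0.949 and 0.955, so it was about as similar to these. The first principal component held 53.1% of the variance and the second 22.0%, and the 4 groups occupied separate areas of the plane.

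**Figure D1:**
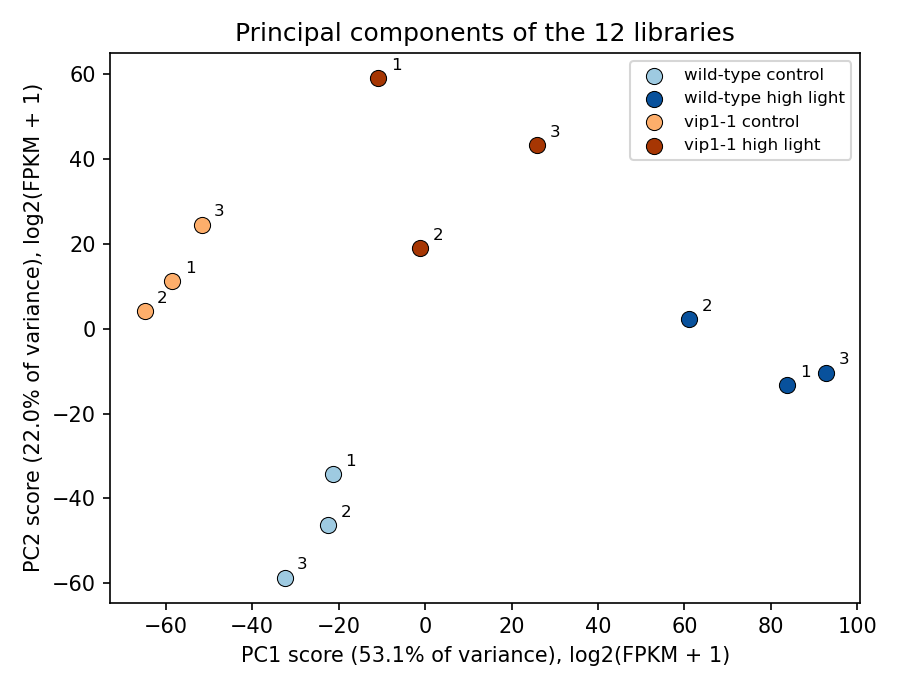
Scores of the 12 libraries on the first 2 principal components of log2(FPKM + 1), one point per library, coloured by group and numbered by replicate. The axes hold 53.1% and 22.0% of the variance, and the 3 libraries of each group lie nearer one another than those of other groups, with a wider scatter in vip1-1 high light.

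The libraries differed in how evenly expression was spread over genes. The 100 genes with the highest mean FPKM made up 65.6% ± 1.45 (SD, n = 3) of the FPKM total in wild-type control and 57.8% ± 0.86 in wild-type high light. In vip1-1 they made up 65.9% ± 1.34 in control and 61.5% ± 2.47 in high light. The exact two-sided permutation p was 0.1 for each light comparison and for the strains in high light, the smallest that 3 libraries against 3 can give, and 1 for the strains in control light. The 1000 most abundant genes took 88.0% ± 0.59 of the total in wild-type control, 80.4% ± 2.08 in wild-type high light, 90.2% ± 0.19 in vip1-1 control and 85.8% ± 1.60 in vip1-1 high light (SD, n = 3). The number of genes with an FPKM of at least 1 was 11592 ± 240 in wild-type control and 10161 ± 93 in vip1-1 control (SD, n = 3, exact permutation p = 0.1). In high light it was 11753 ± 520 in wild type and 11147 ± 652 in vip1-1 (exact permutation p = 0.3). The FPKM total of a library also differed by group. It was 749329 ± 7225 in wild-type control, 660817 ± 11890 in wild-type high light, 765020 ± 2482 in vip1-1 control and 700115 ± 18092 in vip1-1 high light (SD, n = 3). The exact permutation p was 0.1 for the light comparison in each strain and for the strains in each light level. These differences bear on the direction of the gene-level changes.

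The first question was how high light changed gene expression in the wild type. Of 12575 genes tested, 7346 (58.4%) had an adjusted p under 0.05 (limma, Benjamini-Hochberg), 5618 of them higher and 1728 lower in high light. Among them 3349 also changed at least 2-fold, 2401 upward and 948 downward. The median log2 change of all tested genes was 0.39. When each library was centred on its median, 6319 genes passed the threshold, with 2938 higher and 3381 lower, so the share of higher genes went from 76.5% to 46.5%. Under quantile normalization 3568 were higher and 2942 lower. The direction of a gene close to the median of all genes thus depended on the scaling. Apart from the 2-fold requirement, the number of genes moved most when only those with a mean FPKM of at least 5 were tested, to 4173.

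Among genes raised in the wild type, Cre01.g053000_4532.v6.1 had the largest log2 change by the rule for naming genes, from an FPKM of 1.37 ± 0.17 in control to 127 ± 91.3 in high light (SD, n = 3). Its log2 change was 5.41 (SE 0.51, adjusted p 2.35e-05), or 5.02 above that of the median gene. Cre05.g234661_4532.v6.1 rose from 8.95 ± 2.48 to 406 ± 116 FPKM, a log2 change of 5.35 (SE 0.30, limma adjusted p 1.99e-06). Cre12.g546550_4532.v6.1 fell from 141 ± 70.3 to 0.17 ± 0.072 FPKM, a log2 change of -6.77 (SE 0.69, limma adjusted p 3.44e-05), or -7.16 relative to the median gene. Cre24.g755997_4532.v6.1 stood at 145, 163 and 100 FPKM in the control libraries, at 1.04 and 0.79 in high light replicates 1 and 3, and was listed at 0 in replicate 2 (log2 change -6.45, limma adjusted p 2.05e-05).

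In vip1-1, high light changed 5223 genes (41.5% of those tested, limma adjusted p under 0.05), of which 4709 were higher and 514 lower. Of these, 1250 changed at least 2-fold, 990 upward and 260 downward. The median log2 change of all genes was 0.38. Median centring left 2241 genes, 878 higher and 1363 lower, so the share of higher genes went from 90.2% to 39.2%. Quantile normalization left 1901 genes, the lowest number for this comparison among alternatives that kept all 12 libraries and the same threshold, with 1036 higher and 865 lower. Without vip1-1 control replicate 2 the number was 2993, and without vip1-1 control replicate 1 it was 3316. The number of lowered genes, 514 with all libraries, was 180 without vip1-1 control replicate 2 and 817 without vip1-1 high light replicate 2.

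Cre05.g235950_4532.v6.1 rose from 0.90 ± 0.039 FPKM in control to 4.73, 69.4 and 144 FPKM in the 3 high light libraries (log2 change 4.35, SE 1.03, limma adjusted p 0.00890). Cre07.g325742_4532.v6.1 rose from 1.91 ± 0.41 to 53.9 ± 11.8 FPKM (SD, n = 3), a log2 change of 4.23 (SE 0.47, limma adjusted p 0.000456). In the wild type this gene was listed at 0 in all 3 control libraries and stood at 35.7, 8.18 and 44.5 FPKM in high light. Cre24.g755997_4532.v6.1, lowered in the wild type, also fell in vip1-1, from 219 ± 24.2 FPKM to 31.6, 5.88 and 3.58 FPKM (log2 change -4.44, limma adjusted p 0.000883). Cre06.g264350_4532.v6.1 went from 206 ± 29.9 FPKM in control to 98.9 and 3.55 FPKM in high light replicates 2 and 3, and was listed at 0 in replicate 1. Its log2 change was -4.74 (SE 1.25, limma adjusted p 0.0141). With only the vip1-1 libraries in the fit its adjusted p was 0.0615, which did not pass the threshold.

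Of the 1728 genes lowered in the wild type, 373 (21.6%) were also lowered in vip1-1 and 66 were raised. Of the 5618 genes raised in the wild type, 3617 (64.4%) were raised in vip1-1 and 20 were lowered. The calls of both strains came from one fit with one spread per gene, so some overlap can arise without a shared response. These shares depended on the scaling. After median centring 1079 of 3381 genes lowered in the wild type (31.9%) were lowered in vip1-1, and 705 of 2938 raised genes (24.0%) were raised. Under quantile normalization the shares were 23.3% and 23.5%. The number lowered in both strains was 133 without vip1-1 control replicate 2 and 601 without vip1-1 high light replicate 2, and the number raised in both was 2335 without vip1-1 control replicate 2. Passing the threshold in one strain and not in the other does not show that the strains differ, which the interaction tests directly.

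**Figure D2:**
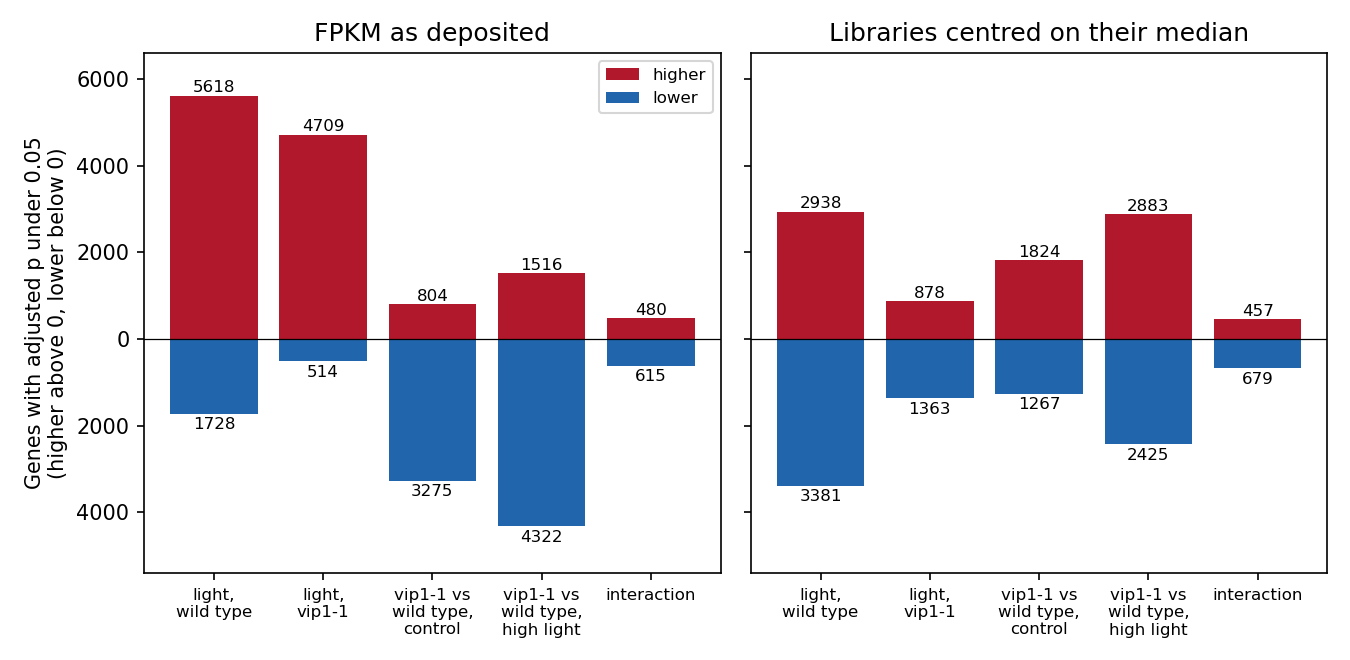
Number of genes with a limma adjusted p under 0.05 in the 5 comparisons, higher above 0 and lower below 0, for FPKM as deposited (left) and after centring each library on its median (right). In the wild type 5618 genes were higher and 1728 lower in high light as deposited, against 2938 and 3381 after centring.

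The genotype comparison in control light asked which transcripts differed between the strains before the stress. It gave 4079 genes (32.4%, limma adjusted p under 0.05), 804 higher and 3275 lower in vip1-1. At least 2-fold changes were found in 1161 genes, 183 higher and 978 lower. The median log2 difference of all genes was -0.29. After median centring 1824 genes were higher and 1267 lower, and the share of higher genes went from 19.7% to 59.0%. Quantile normalization gave 1607 higher and 1503 lower. With only the 6 control libraries in the fit the number was 6856, and without wild-type control replicate 2 it was 2590. The number of higher genes was 513 without wild-type control replicate 3, and that of lower genes was 2016 without wild-type control replicate 2.

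Cre12.g537611_4532.v6.1 was listed at 0 in all 6 wild-type libraries and stood at 128, 117 and 137 FPKM in the vip1-1 control libraries and at 159, 128 and 81.3 FPKM in the vip1-1 high light libraries (limma adjusted p 3.29e-08 in control and 3.86e-08 in high light). Cre17.g802031_4532.v6.1 was at 8.04 ± 3.88 FPKM in wild-type control and 635 ± 85.0 FPKM in vip1-1 control (SD, n = 3), a log2 difference of 6.21 (SE 0.44, limma adjusted p 2.21e-05). Cre02.g107200_4532.v6.1 was lower in vip1-1, at 10.6 ± 3.57 against 188 ± 88.0 FPKM, a log2 difference of -3.98 (SE 0.77, limma adjusted p 0.00374). That difference was not past the threshold with the number of genes listed at 0 as a covariate (-2.63, limma adjusted p 0.0797). The covariate itself differed between the strains in control light without overlap, so that fit cannot separate it from genotype. Cre03.g143967_4532.v6.1 was at 3.21 ± 0.60 in vip1-1 and 70.4 ± 37.5 FPKM in wild type, a log2 difference of -3.95 (SE 0.60, limma adjusted p 0.00110).

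In high light 5838 genes differed between the strains (46.4%, limma adjusted p under 0.05), 1516 higher and 4322 lower in vip1-1, of which 2375 differed at least 2-fold (564 higher, 1811 lower). The median log2 difference was -0.28. With only the high light libraries in the fit the number was 3538, against 6856 with only the control libraries. Whether the strains differed in more genes in high light than in control light thus depended on the shared spread. Median centring gave 2883 higher and 2425 lower genes, a share of 54.3% higher against 26.0% as deposited, and quantile normalization gave 2517 higher and 2606 lower. In both light levels 435 genes were higher and 2255 lower in vip1-1, and 105 genes differed in opposite directions. After median centring 1133 genes were higher and 784 lower in both light levels.

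Cre05.g233900_4532.v6.1 stood at 105 ± 29.7 FPKM in vip1-1 high light, while the wild-type high light libraries had 0.78 FPKM in replicate 3 and were listed at 0 in replicates 1 and 2 (limma adjusted p 5.71e-07). Cre02.g107200_4532.v6.1 was again lower in vip1-1, with 9.53 and 3.89 FPKM in replicates 2 and 3 and a value listed at 0 in replicate 1, against 72.7 ± 40.4 FPKM in the wild type (log2 difference -4.11, limma adjusted p 0.00162). Cre03.g800400_4532.v6.1 was listed at 0 in all 3 vip1-1 high light libraries and at 13.2, 55.2 and 25.9 FPKM in wild-type high light (limma adjusted p 3.48e-05).

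The interaction asked whether the effect of high light differed between the strains. It passed the threshold in 1095 genes (8.71%, limma adjusted p under 0.05), with 480 more positive and 615 more negative in vip1-1. In 638 genes the difference was at least 2-fold (296 and 342). The median interaction over all genes was 0.00. The scalings moved the number little, to 1136 under median centring and 1253 under quantile normalization, while scaling on the total outside the 1000 most abundant genes gave 554 positive and 398 negative. The number depended on single libraries. It was 1866 without wild-type high light replicate 2 and 497 without wild-type control replicate 2. Of the 480 genes with a positive interaction, 247 were lowered by light on average over the strains, 58 were raised and 175 passed neither threshold. Of the 615 with a negative interaction, 569 were raised on average and 6 were lowered. After median centring, 350 of 457 positive genes were lowered on average and 472 of 679 negative genes were raised. Leaving out single libraries moved the 247 from 118 (without wild-type control replicate 2) to 420 (without wild-type high light replicate 2), and the 569 from 237 (without wild-type high light replicate 1) to 1064 (without wild-type high light replicate 2).

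**Figure D3:**
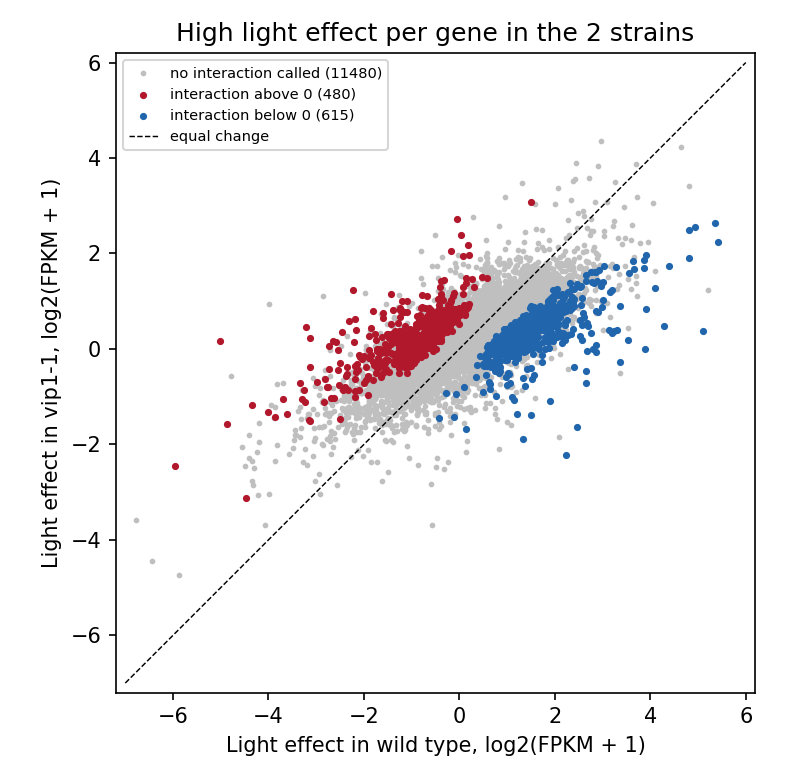
Log2 change in high light of each of the 12575 tested genes in wild type (horizontal axis) and vip1-1 (vertical axis), on the log2(FPKM + 1) scale. Red points are the 480 genes with a positive interaction, blue points the 615 with a negative one, and the dashed line marks an equal change in both strains.

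Cre05.g233900_4532.v6.1 had the largest positive interaction by the rule for naming genes. In the wild type it went from 38.6 ± 3.69 FPKM in control to values of 0, 0 and 0.78 in high light, and in vip1-1 from 90.7 ± 3.93 to 105 ± 29.7 FPKM (SD, n = 3, interaction 5.19, SE 0.36, limma adjusted p 0.000117). Cre06.g309000_4532.v6.1 fell in the wild type from 330 ± 16.0 to 35.8 ± 12.2 FPKM and rose in vip1-1 from 181 ± 10.7 to 251 ± 34.8 FPKM, an interaction of 3.69 (SE 0.30, limma adjusted p 0.000180). Cre17.g802031_4532.v6.1 went the other way, from 8.04 ± 3.88 to 46.9 ± 36.8 FPKM in the wild type and from 635 ± 85.0 to 135 ± 8.05 FPKM in vip1-1, an interaction of -4.45 (SE 0.62, limma adjusted p 0.00372). Cre12.g505050_4532.v6.1 had an interaction of -4.72 (SE 1.18, limma adjusted p 0.0340). Its wild-type values were 0, 2.81 and 2.07 FPKM in control and 69.7, 115 and 56.6 FPKM in high light, and its vip1-1 values were 2.48, 2.66 and 3.26 FPKM in control and 7.94, 12.4 and 0 FPKM in high light. This interaction was not past the threshold in 7 of the 12 fits that each left out one library, with adjusted p up to 0.0815, nor with a pseudocount of 0.1 (0.118).

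The strength of the whole response was then compared. On average over the strains 1600 genes were lowered and 6700 raised by high light (limma adjusted p under 0.05). The lowered genes had a median log2 change of -1.13 in the wild type and -0.52 in vip1-1, which is 46.3% of the wild-type value. Their median interaction was 0.64, and the response was weaker in vip1-1 for 85.8% of them (fry, adjusted p 0.0340). Without vip1-1 high light replicate 2 the median interaction was 0.40 with an adjusted p of 0.0796, and in 6 of the 12 fits that each left out one library the test was not past the threshold (adjusted p up to 0.105). The raised genes had a median change of 0.80 in the wild type and 0.60 in vip1-1, a median interaction of -0.22, which was not past the threshold (fry, adjusted p 0.0547). Under median centring, which redefined the sets as 3570 lowered and 2889 raised genes, both shifts passed it. Centring moved the interaction of every gene by the same -0.0023, so the changes of the medians came from the new sets. Whether the changed call of the raised set did so too was not tested. The vip1-1 median of the lowered genes was then 58.9% of the wild-type one, with a median interaction of 0.43 (fry, adjusted p 0.0133), and the raised genes had medians of 0.81 and 0.40 and an interaction of -0.41 (fry, adjusted p 0.00201). Camera with its preset correlation gave an adjusted p of 2.31e-26 for both sets as deposited. Only the call of the lowered set held under fry.

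**Figure D4:**
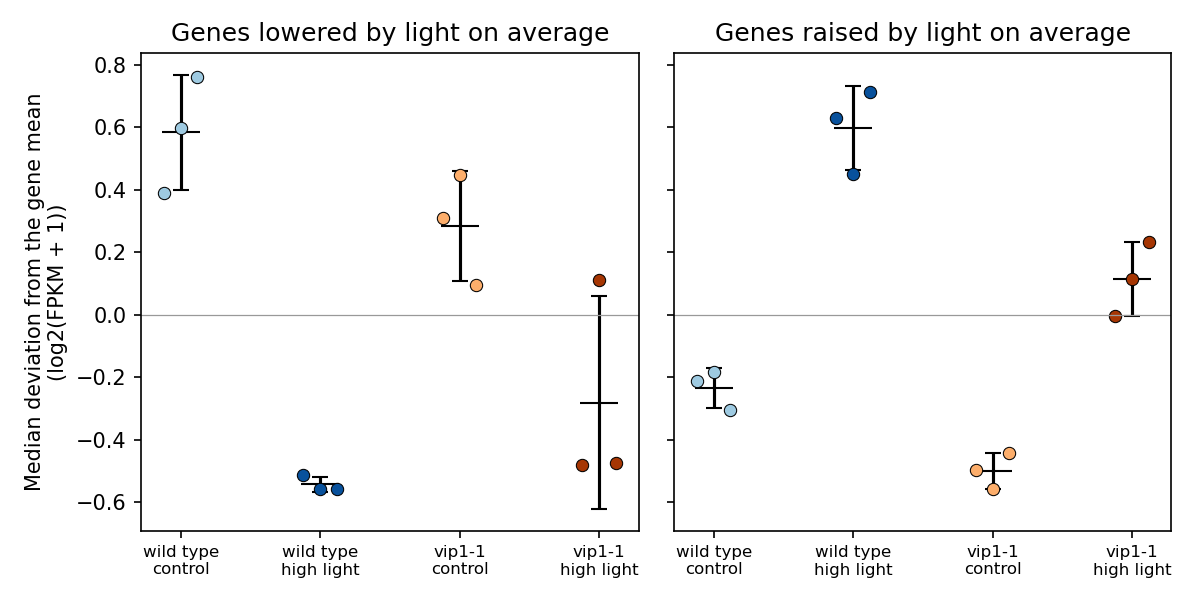
Median deviation from each gene's mean log2(FPKM + 1) in each library, for the 1600 genes lowered (left) and the 6700 raised (right) by light on average, with the mean and SD of each group of 3. In the lowered set vip1-1 high light replicate 2 stood at 0.11, apart from replicates 1 and 3 at -0.48 and -0.47.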

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

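The tests that removed the strain and light effects before exchanging labels were chosen only after the results were seen. Median centring and quantile normalization were chosen beforehand, and scaling on the total outside the 1000 most abundant genes was added afterwards. Their use as tests of scaling was chosen after the results were seen.

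The light effect differed between the strains in 1095 genes by the interaction term of limma. Among 100 ways of exchanging strain labels within each light level, the real one included, 5 gave as many genes. The 4 others differed in kind from the labels. They exchanged 2 or all 3 libraries of each strain in one light level and none in the other, and the largest of them, with all 3 exchanged in high light, gave 6911 genes. Such an exchange turns the difference between the strains into an interaction. With the strain and light effects removed first, 1 of the same 100 splits, the real one, gave as many genes (1090), and the next highest gave 834. That second test is partly fixed in advance, because the effects were removed by the real labels. Exchanges of unequal numbers in the light levels then lose part of their contrast. The split with all 3 exchanged in high light fell to 0 genes. Exchanges of equal numbers in both light levels keep their contrast and gave at most 3 genes, which argues against random grouping of that kind. The first test cannot decide, because the 4 splits above the labels carry the difference between the strains. The number also moved with single libraries, from 497 to 1866. A difference in how the strains respond to light is among the explanations that remain, and it was not tested apart from other differences between the 2 strains, since each genotype was represented by a single strain.

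Genes lowered by light on average were lowered less in vip1-1, with a median interaction of 0.642819 on the log2 scale. A lower starting level in vip1-1 was argued against as the whole cause. In the 494 of the 1600 lowered genes that started at least as high in vip1-1 control as in wild-type control, the median interaction was 0.51, positive in 78.5% of them (fry, p 0.0206). These genes were not tested without vip1-1 high light replicate 2. A lower starting level acting together with that library was thus not argued against. Scaling between libraries was argued against as the whole cause. A change of scale moves all genes of a library together, but the median interaction over all genes was 0.00 as deposited. With the total outside the 1000 most abundant genes that median was 0.11, and the lowered set stood at 0.51 (fry, adjusted p 0.0114). Under quantile normalization they were -0.02 and 0.48 (fry, adjusted p 0.00551). Each scaling redefined the set, and its adjusted p ranged from 0.00551 to 0.0340 over the 5 scalings. Median centring could not test the pattern, since it moved the interaction of every gene by the same -0.0023. Its lower median of 0.43 (fry, adjusted p 0.0133) came from redefining the set, from 1600 to 3570 genes. The 1600 genes were chosen by the mean light effect, a contrast orthogonal to the interaction, so as not to choose genes in one strain. Whether the choice of genes still favours the wild type was not decided by the test run for it. Genes chosen by their fall in vip1-1 alone, a choice that works against the pattern, still had a positive median of 0.21, but not past the threshold (fry, adjusted p 0.517). That is another set with a bias of its own, so it cannot show a bias in the 1600 genes. A single library also remained possible. The median was positive in all 12 fits that left out one library, but it was 0.40 without vip1-1 high light replicate 2, and 6 of the 12 fits were not past the threshold. Of 100 exchanges of strain labels, 9 gave as large a median, the real one included, and 1 of 100 did so with the strain and light effects removed first. That removal weakens unequal exchanges, so the second share is partly fixed in advance. A weaker repression by high light in vip1-1 is therefore a hypothesis that these 12 libraries cannot settle.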

How the results depend on the processing

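Alternatives that scaled on the total outside abundant genes, removed genes with an isolated 0 or used the number of genes listed at 0 as a covariate were chosen after seeing the data. The direction of the median interaction was kept in every alternative run, in the lowered set from 0.21 to 0.78 and in the raised set from -0.41 to -0.08.

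Testing only genes with a mean FPKM of at least 5 gave 4173 genes for light in wild type, 3071 for light in vip1-1, 2082 for genotype in control light and 3325 for genotype in high light, since fewer genes were tested. It took the raised set past the threshold (-0.27, fry, adjusted p 0.0285). An adjusted p under 0.01 left 2399 genes for light in vip1-1, 2086 for genotype in control light and 244 for the interaction. Requiring a 2-fold change left 3349, 1250, 1161, 2375 and 638 genes in the 5 comparisons. Both follow from the stricter thresholds.

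Light in vip1-1 gave 2241 genes after median centring, 1901 after quantile normalization and 2770 with the total outside the 1000 most abundant genes. Under the same scalings, each of which redefined the sets, the raised set passed the threshold, at -0.41, -0.39 and -0.21. It also passed with camera (-0.22, adjusted p 2.31e-26) and with genes chosen by their change in wild type alone (-0.34, adjusted p 0.00736). That choice favours a weaker response in vip1-1 by construction. With genes chosen in vip1-1 alone, which works the other way, the lowered set had a median of 0.21 and was not past the threshold (fry, adjusted p 0.517). Over the alternatives that kept all libraries the adjusted p of the lowered set under fry ranged from 0.00252 to 0.517. With the number of genes listed at 0 as a covariate, genotype in control light gave 1929 genes. The genes listed at 0 numbered 2196 ± 317 in wild-type control and 3252 ± 353 in vip1-1 control (SD, n = 3). Their ranges, 1993 to 2562 and 2875 to 3574, did not overlap. The covariate thus partly stands for genotype in control light, and this fit cannot separate them. No other cause was tested. With only the 2 groups compared in the fit, genotype gave 6856 genes in control light and 3538 in high light. The order of the light levels was thus the reverse of that in the full fit (4079 and 5838). The control libraries had the higher correlations between replicates, and each such fit used the spread of its own 6 libraries.

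Leaving out each library in turn gave from 6005 to 7800 genes for light in wild type, from 2993 to 5970 for light in vip1-1, from 2590 to 4781 for genotype in control light, from 4558 to 6375 for genotype in high light and from 497 to 1866 for the interaction. The lowest values of light in vip1-1 came without vip1-1 control replicate 2 (2993) or 1 (3316), and the lowest of genotype in control light without wild-type control replicate 2. The interaction gave 1866 genes without wild-type high light replicate 2 and 700 without vip1-1 high light replicate 2. It gave 566, 497 and 528 without wild-type control replicates 1, 2 and 3, 531 without wild-type high light replicate 1, and 529, 631 and 534 without vip1-1 control replicates 1, 2 and 3. It rose to 1545 without vip1-1 high light replicate 3 and to 1184 without replicate 1, and was 1039 without wild-type high light replicate 3. The cause of these changes was not tested. The median interaction ranged from 0.40 to 0.76 in the lowered set and from -0.28 to -0.14 in the raised set. The lowered set was not past the threshold in 6 of these 12 fits, and the raised set passed it in 3.

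The correlations gave no sign that shared replicate numbers pair the libraries, though they cannot exclude it. Among 18 pairs of libraries with the same number, the correlation of deviations from the group means ranged from -0.486 to 0.480, with a median of -0.06, and 4 pairs were above 0.1. Among 36 pairs with different numbers it ranged from -0.529 to 0.483, with a median of 0.04, and 10 pairs were above 0.1. With a replicate block the 5 comparisons gave 7112, 4722, 3637, 5535 and 744 genes, and the set medians were 0.66 (adjusted p 0.0448) and -0.23 (adjusted p 0.0647), with no change of call.

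For the other results, which are the numbers in each direction, the shared calls and the named genes, 697 values stayed within their limits, 119 counts moved by more than 1.5 times, 10 named gene values were no longer past the threshold, and 0 reversed. Of the 20 named gene results, 17 passed the threshold of 0.05 in each alternative run for them, which did not include the stricter thresholds, a 2-group fit for the interaction or fits from which the gene was removed. The exceptions were Cre12.g505050_4532.v6.1, Cre02.g107200_4532.v6.1 in control light and Cre06.g264350_4532.v6.1. Alternatives for the VIP1 transcript and the 3 gene lists were not run, as these genes were not analysed here. The unknown depth leaves the low values without a counting error, so genes near an FPKM of 1 rest on the replicates alone.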

Other observations

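The tests with totals outside the most abundant genes, the use of the other scalings as tests, and the tests on neighbouring genes and on the axis of replicate differences were chosen only after the results were seen, and the exchange of single libraries was planned before its result was seen.

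In each comparison of 3 libraries with 3, the labels gave the highest number of genes. Of the 10 splits of the 6 libraries, 1 gave as many genes for light in the wild type, 1 for light in vip1-1, 1 for genotype in control light and 1 for genotype in high light. No share under 0.1 is possible with 10 splits. The other 9 splits gave at most 0, 5, 1 and 19 genes in these comparisons, against 7346, 5223, 4079 and 5838 for the labels. For the mean light effect over both strains, 1 of 100 exchanges of light labels within strains gave as many genes as the labels, the labels included. The values of 2529 genes were wholly separate between the 6 control and the 6 high light libraries, against at most 476 over the 36 exchanges of 1 library of each light level.

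More genes rose than fell in high light in both strains as deposited. A candidate explanation is that FPKM is relative to the mapped fragments of each library and that the most abundant genes lost part of their share. With the 100 most abundant genes left out of the total, 71.2% of the genes called in wild type and 87.3% in vip1-1 still rose, so that few genes cannot be the whole cause. With the 1000 most abundant genes left out, 47.7% rose in wild type and 58.8% in vip1-1. Such a scaling comes close to centring the other genes, so that outcome is partly fixed in advance and cannot be told apart from a true rise of most transcripts. Over 10 bins of mean expression, the median light effect in wild type was 0.14 in the most abundant bin, 0.12 in the least abundant and between 0.31 and 0.57 in the other 8. A library-wide change in RNA content per cell was not tested.

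Whether the weaker response in vip1-1 concerned lowered genes more than raised genes depended on the scaling, which also redefined the sets. As deposited, the vip1-1 median was 46.3% of the wild-type median in the lowered set and 74.4% in the raised set, a difference of -28.1 percentage points. That difference was -33.0 with the total outside the 100 most abundant genes, -16.2 with the total outside the 1000 most abundant, 1.11 under quantile normalization and 9.49 under median centring, so it changed sign. For raised genes, the median interaction was negative under all 5 scalings, but its call depended on them. It was -0.41 after median centring (fry, adjusted p 0.00201), -0.39 after quantile normalization (adjusted p 0.00485) and -0.21 with the total outside the 1000 most abundant genes (adjusted p 0.0335). It was -0.22 as deposited (adjusted p 0.0547) and -0.18 with the total outside the 100 most abundant (adjusted p 0.123), neither past the threshold. The part of scaling in this pattern stays open. Of 100 exchanges of strain labels, 37 gave as large a median interaction of the raised set as deposited, and 8 of 100 did so with the strain and light effects removed first, so random grouping stayed open there. Whether vip1-1 responded less in both directions or mainly for lowered genes stays open, because the scaling that fits these cells is unknown.

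Replicates of the high light groups differed along one axis, which held 37.3% of the variance around the group means over 12575 genes. In that form the axis score correlated with the number of genes listed at 0 in the library, both relative to the group (12 libraries, Pearson's r 0.805, exact permutation within groups p 0.0170, Spearman's rho 0.804, exact permutation p 0.0131, r 0.699 without the 2 farthest libraries). Genes listed at 0 enter both measures, so the test was repeated over the 11444 genes without any 0. The axis then held 40.6% of the variance, with scores from -27.6 to 36.9 in the 6 high light libraries and from -4.11 to 2.94 in the 6 control libraries, so control replicates barely differed along it. Over all 12 libraries r was 0.669 (exact permutation p 0.129) and Spearman's rho was 0.678 (exact permutation p 0.0656). Pearson's r was 0.37 without vip1-1 high light replicate 1 and wild-type high light replicate 2. The relation thus rested on those libraries, and a difference in depth or detection may or may not lie behind the axis. No biological explanation was tested, as replicates carry no other label.

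Genes that differed between the strains in both light levels may in part follow a linked genomic block carried by one strain. The labels name the wild-type strain for the cells of both genotypes. Windows of 20 and 50 neighbouring genes were scanned in the gene order of assembly Chlamydomonas_reinhardtii_v5.5, with 11537 tested genes placed. Among the 4 scans the smallest adjusted p over 1000 shuffles of gene order was 0.0360, for genes lower in vip1-1 in a window of 50 on chromosome 16 (23 genes, against 21 at the 95th percentile of shuffles). The other 3 scans gave adjusted p from 0.192 to 0.702. The same scans were run on genes changed by light in wild type, for which a strain-specific block predicts no gathering. Genes lowered by light gave adjusted p of 0.0280 for windows of 20 and 0.0539 for windows of 50, and genes raised by light gave 0.193 and 0.729. In each family 1 of 4 scans passed the threshold, in windows of different size, so a block cannot be told apart from clustering of co-expressed genes. A mislabelled library was argued against. The values of 1606 genes were wholly separate between the 6 libraries of one strain and the 6 of the other, and over the 36 exchanges of 1 library of each strain at most 456 genes were.

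The genes named here were chosen after their values were seen. Cre01.g021350_4532.v6.1 and Cre12.g537611_4532.v6.1 were listed at 0 in all 6 wild-type libraries and at 1 FPKM or more in all 6 vip1-1 libraries, and Cre02.g083100_4532.v6.1 showed the opposite. Among all 462 splits of the 12 libraries into 6 and 6, 2 gave as many such genes, the strain labels and a split that mixed the strains. Cre01.g021350_4532.v6.1 ranged from 2.21 to 12.5 FPKM in vip1-1 and Cre02.g083100_4532.v6.1 from 1.00 to 3.16 FPKM in wild type, while Cre12.g537611_4532.v6.1 ranged from 81.3 to 159 FPKM in vip1-1.

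The summed FPKM of the 74 identifiers of chloroplast genes varied between control replicates, from 77.5 to 356 in wild type and from 76.1 to 762 in vip1-1. In high light it ranged from 174 to 561 in wild type and only from 69.5 to 98.2 in vip1-1. The libraries were made from poly(A) RNA, and no comparison of these genes is drawn.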
